A study of Danio rerio and Mus musculus with 72 samples.

How the data were processed

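Nascent RNA was followed through the maternal-to-zygotic transition of zebrafish, in which the embryo passes from RNA supplied by the egg to RNA it transcribes itself. The label was 4-thiouridine (4sU), a uridine analogue that polymerases build into new RNA. In SLAM-seq the sulfur group is alkylated before reverse transcription, so a labelled U is read as C, and T-to-C conversions mark RNA made after the label was given. The series held 72 libraries. Of these, 39 were SLAM-seq libraries of TLAB embryos made by 3′ end sequencing (QuantSeq): 18 from embryos injected with 4sU and 18 from embryos incubated in 4sU, each with 2 replicates at 9 time points, and 3 from untreated embryos, with 1 library at 0.75, 4 and 5.5 hours post fertilization (hpf). A further 3 QuantSeq libraries came from fertilized oocytes. RNA sequencing of 4 stages (1, 2.5, 3.5 and 4.5 hpf) was done on rRNA-depleted and on poly(A)-selected RNA, with 3 replicates each. In 2 libraries labelled RNA was pulled down before sequencing from embryos at 2 hpf, 1 with and 1 without 4sU, and 4 libraries came from mouse embryonic stem (ES) cells labelled for 45 minutes, with 2 replicates each of pulldown and input. Samples were put in groups from their titles.

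The deposited tables of the 39 embryo SLAM-seq libraries held whole-number counts: the reads in each 3′ end counting window and, per window, the read bases seen for each pair of reference and read base. The authors mapped and filtered these reads with slamdunk, per the file names; the version, the genome build and the source of the windows were not stated. The columns of matching bases (T read as T and so on) held 37 negative values in all, which were set to 0. There were 53558 windows with 28284 gene names, 105 windows shared a position with another window, and windows of one name were summed. Because these tables gave no number of reads with a conversion, which the planned labelled-gene test had assumed, the test was run on conversions against unconverted Ts. The oocyte, embryo pulldown and mouse tables were counts of reads, reads with a conversion, covered Ts and conversions from slamdunk 0.3.4, per the file headers. The embryo pulldown and mouse tables had mitochondrial reads removed, per the file names. The RNA sequencing tables were counts of fragments per gene made by the authors with featureCounts 1.5.0-p1 against the Ensembl annotation of GRCz11, release 94, requiring both ends to map and without using strand, per the file headers. They listed 32520 gene IDs. These files do not pair the IDs with gene symbols, so IDs are given for that assay. Fragments of overlapping or near-identical genes cannot be assigned with certainty, least of all without strand.

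The conversion rate was the number of T-to-C conversions divided by the number of covered reference Ts, pooled over windows, in percent. Groups were compared by exact permutation tests, two-sided. Injected or incubated libraries were compared with untreated ones by permuting which of the 3 libraries at 0.75, 4 and 5.5 hpf was the untreated one (27 assignments, smallest possible p 0.037), and injected with incubated ones by flipping the sign of the difference at each time point (512 assignments, smallest possible p 0.00391). Trends with time were given as Spearman's rho and Pearson's r with permutation p-values from 100000 resamples. The 8 tests of conversion rates formed a family for Benjamini-Hochberg adjustment. Shares of a single library carry 95% Wilson intervals. The smallest share a library can show was taken as 3 counts of its total. Reads carried no molecular identifiers, so intervals and floors cover counting error only.

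Read counts were tested with edgeR 4.0.16 in R 4.3.3: TMM normalization, filterByExpr, quasi-likelihood fits, and an adjusted p (Benjamini-Hochberg) under 0.05. CPM values were the deposited counts scaled to library totals multiplied by their TMM factors. Folds over the floor divide such a CPM by 3 counts of the unscaled library total. They are therefore approximate and not strict lower bounds. Each arm was fitted with all of its groups: injected with its 9 time points, incubated with its 9, and the 24 RNA sequencing libraries together with a term for each stage and selection, whose interaction gave the difference between poly(A)-selected and rRNA-depleted changes. Injected and untreated libraries were compared with time point as a factor. A gene was called labelled when its ratio of conversions to unconverted Ts exceeded that of the 3 untreated libraries pooled. For this test each library entered edgeR as 2 columns with a library factor, and genes had at least 20 reads in each compared set. For the named genes its p-values follow a normal tail of the log2 ratio over its SE. The spread was thus taken as known, and a gene's own spread between replicates hardly enters these p-values. In the pulldown of embryos at 2 hpf, with 1 library per arm, a gene was counted when the 95% Wilson intervals of its share of reads with a conversion did not overlap. Gene classes used the mean CPM at 0.75 hpf after injection: maternal at 5 CPM or more, zygotic only under 1 CPM and labelled at 5.5 hpf.

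Replicates of different groups that share a number in the sample titles were treated as paired in an alternative fit with the replicate number as a block. Whether the numbers pair the libraries was checked by the correlation of same-numbered libraries' deviations from their group means. Over the 47 pairs of libraries of one group, the chi-square per gene of their counts ranged from 4.36 to 188.3, so no pair agreed within sampling noise and each library counted as 1 sample.

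The designs, the groups, the alternatives and the rule for naming genes were fixed before the data were examined. The rule named up to 3 genes per direction with the largest absolute log2 change among those with an adjusted p under 0.05, an average of at least 5 log2 CPM and the same direction in every same-numbered pair, up to 3 genes with the smallest p at 2, 3 and 5.5 hpf for labelling, and up to 3 genes with the widest gap between intervals for the embryo pulldown. In addition it held a list of 10 genes known as early zygotic and one of 10 known as maternal. Of the gene IDs, at most 2 that rose and 2 that fell are given per assay. Alternatives covered the normalization (DESeq2 1.42.0 size factors, or library size alone), the low-count filter, the DESeq2 Wald test, a log2 change above 1, the libraries in the fit, the replicate block, leaving out each replicate, and, for conversions, the window filter, the pooling, mitochondrial windows and the reference libraries. Intervals, permutations and figures used Python 3.11 with scipy.

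The steps named here were tested on simulated counts with 200 changed genes. Of these, edgeR recovered 84.5% among 13513 genes for a poly(A)-selected change, with 5 false calls, and 64.5% for the difference between selections. For rRNA-depleted changes it recovered 80.5% among 13527 genes. For 5.5 against 0.75 hpf after injection it recovered 87% among 10913 genes, and for injected against incubated libraries 99.5% among 11019. The labelled-gene test recovered 91% among 3000 genes, with 6 false calls, and made no call where nothing was changed. Its simulated spread between libraries was set by hand and not taken from the data. The absence of calls therefore does not limit false calls in the real libraries. The interval comparison recovered 88.5% among 12956 genes, but with 39 false calls upward and 29 downward. Not simulated were injected against untreated embryos, oocytes, mouse cells, the delivery interaction and the permutation tests. The planted changes were large. Their median absolute log2 was 1.95 for poly(A)-selected and 2.03 for rRNA-depleted RNA, 3.01 for 5.5 against 0.75 hpf and 4.34 for labelling. The recoveries do not apply to smaller changes. For rRNA-depleted RNA the simulated spread was estimated together with the poly(A)-selected libraries.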

Results

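The data followed RNA in zebrafish embryos from 0.75 to 5.5 hpf with metabolic labelling, to measure when the embryo's own transcription begins and how maternal RNA behaves meanwhile. Embryos were injected with 4sU (2 libraries at each of 9 time points), incubated in it (2 libraries at each of the 9) or left untreated (1 library at 0.75, 4 and 5.5 hpf, so that no untreated value has a replicate). The total number of reads in counting windows ranged from 1422876 in replicate 1 of the injected embryos at 0.75 hpf to 9322434 in replicate 2 at the same time point. Reads were unevenly spread: the window AL935186.9 (chromosome 4, 77561646 to 77561899, genome build not stated) took from 0.276% to 45.7% of the reads of an embryo or oocyte library, and mitochondrial windows took from 1.32% to 4.43%. The 3 fertilized oocyte libraries held 3336399 to 5951792 reads. The RNA sequencing libraries held from 713709 fragments (rRNA-depleted, 1 hpf, replicate 2) to 10970670 (poly(A)-selected, 1 hpf, replicate 3). In the smallest of them a single gene, ENSDARG00000115978, took 29.0% of the fragments and the 10 most abundant genes took 51.4%. The pulldown libraries of embryos at 2 hpf held 10253100 reads with 4sU and 11717664 without it. The mouse ES cell libraries held 4941340 and 7068248 reads after pulldown and 28286461 and 21369712 reads in the input.

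The first question was how much labelled RNA each delivery gave. In untreated embryos, which give the background of sequencing errors and variants, the T-to-C conversion rate was 0.0489% at 0.75 hpf, 0.0545% at 4 hpf and 0.0466% at 5.5 hpf. After injection it was 0.062% ± 0.00206 (SD, n = 2) at 0.75 hpf, 0.0825% ± 0.0139 (SD, n = 2) at 3 hpf, 0.174% ± 0.0274 (SD, n = 2) at 4 hpf and 1.32% ± 0.0577 (SD, n = 2) at 5.5 hpf. After incubation it was 0.0466% ± 0.000614 (SD, n = 2) at 0.75 hpf, 0.0643% ± 0.0203 (SD, n = 2) at 4 hpf and 0.185% ± 0.0172 (SD, n = 2) at 5.5 hpf. Over 0.75, 4 and 5.5 hpf, injected embryos lay 0.468 percentage points above untreated ones (exact permutation test, two-sided, p = 0.037, the smallest possible; adjusted over 8 tests 0.0493). Incubated embryos lay 0.0486 percentage points above untreated ones, a difference that did not pass the exact permutation test (p = 0.222, adjusted 0.254). The setting that moved the injected difference most was the median over genes with at least 50 reads in every library, at 0.135 percentage points with the same p. Injected exceeded incubated embryos at all 9 time points, by 0.0154 percentage points at 0.75 hpf, 0.109 at 4 hpf and 1.13 at 5.5 hpf. The mean difference was 0.245 percentage points (exact sign-flip permutation test, p = 0.00391, the smallest possible; adjusted 0.00626), and it was 0.248 percentage points in the libraries of replicate 2 alone and 0.242 in those of replicate 1 alone.

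The conversion rate rose with time in both series. In the 18 injected libraries Spearman's rho was 0.95 (permutation p = 1e-05, the smallest possible with 100000 resamples) and Pearson's r was 0.768 (permutation p = 8e-05, adjusted 0.00018). Without the 2 libraries farthest from the median time, r was 0.842. In the 18 incubated libraries rho was 0.85 (permutation p = 2e-05, adjusted 8e-05) and r was 0.776 (permutation p = 9e-05, adjusted 0.00018). Without the 2 farthest libraries r was 0.838. The labels give no sequencing batch.

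Mitochondrial windows rose earlier than nuclear ones after injection. At 3 hpf the mitochondrial rate was 0.784% ± 0.221 (SD, n = 2), the nuclear rate was 0.0606% ± 0.0114 (SD, n = 2), and the untreated mitochondrial rates were 0.0339%, 0.0459% and 0.0335%. At 5.5 hpf they were 1.42% ± 0.109 and 1.32% ± 0.0623 (SD, n = 2 each). After incubation the mitochondrial rate reached 0.108% ± 0.0137 (SD, n = 2) at 5.5 hpf. After injection the 95% Wilson intervals of the 2 replicates' mitochondrial rates did not overlap at any of the 9 time points, and replicate 2 was higher at all but 2 hpf. At 0.75 hpf the mitochondrial rate was 0.0621% (0.0573 to 0.0672) in replicate 1 and 0.292% (0.287 to 0.297) in replicate 2, and at 2 hpf it was 0.237% (0.229 to 0.246) in replicate 1 and 0.0724% (0.0693 to 0.0756) in replicate 2.

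**Figure D1:**
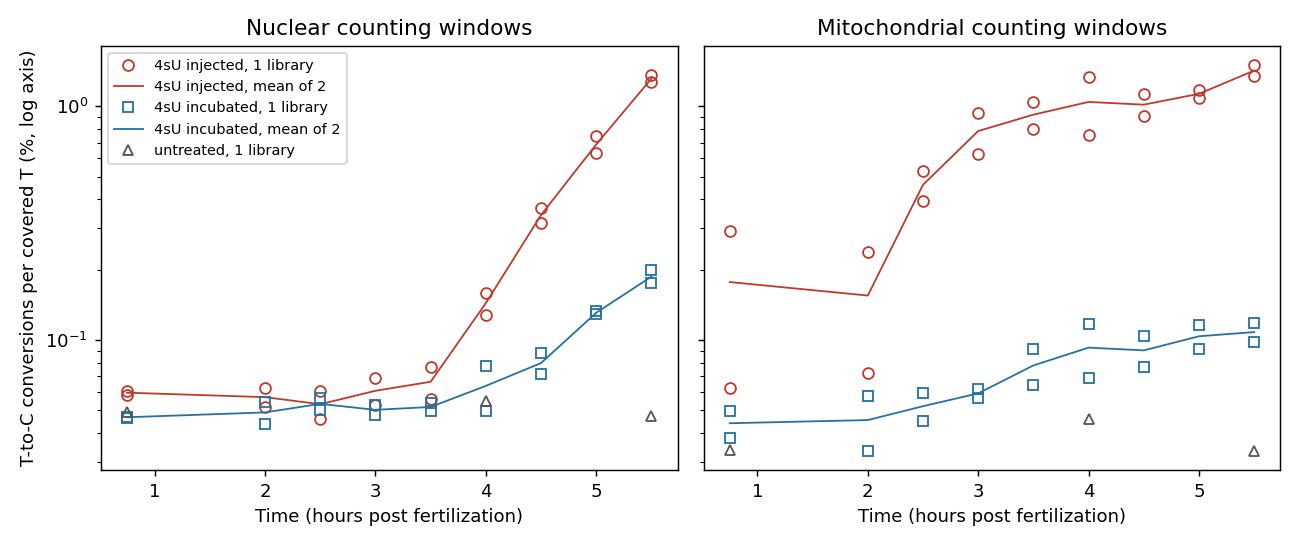
T-to-C conversions per covered T (percent, log axis) against time in hours post fertilization, in nuclear windows (left) and mitochondrial windows (right); each point is 1 library and lines join the means of 2 replicates. After injection the nuclear mean goes from 0.0594% at 0.75 hpf to 1.32% at 5.5 hpf, the mitochondrial mean is already 0.461% at 2.5 hpf, and the untreated libraries lie between 0.0335% and 0.0547%.

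The number of genes with more conversions than in untreated embryos shows when the test could call a gene labelled, not when its first labelled transcripts were made. Genes with fewer than 20 reads in either compared set were not tested. At 3 hpf after injection this left out all 10 genes listed in advance as early zygotic. After injection, edgeR's test called 38 of 7777 genes at 0.75 hpf, 32 of 7274 at 2 hpf, 32 of 7951 at 2.5 hpf, 37 of 7702 at 3 hpf and 87 of 7770 at 3.5 hpf. It then called 819 of 8092 genes at 4 hpf, 2439 of 8129 at 4.5 hpf, 4699 of 8665 at 5 hpf and 5838 of 8473 at 5.5 hpf. Genes with fewer conversions than untreated, a gauge of calls without label, numbered 14 at 0.75 hpf, 20 at 2 hpf, 28 at 2.5 hpf, 13 at 3 hpf and 19 at 5.5 hpf. All 13 mitochondrial genes tested were among the calls from 2.5 hpf onward, and 9 of them at 0.75 and at 2 hpf. Because the mitochondrial rates of replicate 2 at 0.75 and 2 hpf ran in the reverse order of replicate 1, the calls at these time points hold only as far as the labels do. Of the 38 genes called at 0.75 hpf, 29 were nuclear, and 12 of the 25 of these that could be tested after incubation were called there too. After incubation the test called 22 of 7510 genes at 0.75 hpf (52 had fewer conversions than untreated), 200 of 7543 at 4 hpf and 2479 of 8409 at 5.5 hpf. Of the 8061 genes tested in both series at 5.5 hpf, 5568 were labelled after injection, 2443 after incubation and 2426 in both. The early calls depended on the model: quasi-binomial regression left 3 genes at 0.75 hpf and 0 at 2 hpf (303 unadjusted). It called 0 mitochondrial genes at 0.75 and at 2 hpf, 1 at 2.5 hpf and 10 at 3 hpf. TMM scaling of the 2 columns of each library called 3 mitochondrial genes at 0.75 and at 2 hpf and 13 at 2.5 and 3 hpf. At 5.5 hpf the setting that moved the count most was TMM scaling of the 2 columns of each library, which centres the ratios of conversions to unconverted Ts on the bulk of genes: it left 1308 genes after injection, with 1871 below the reference.

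**Figure D2:**
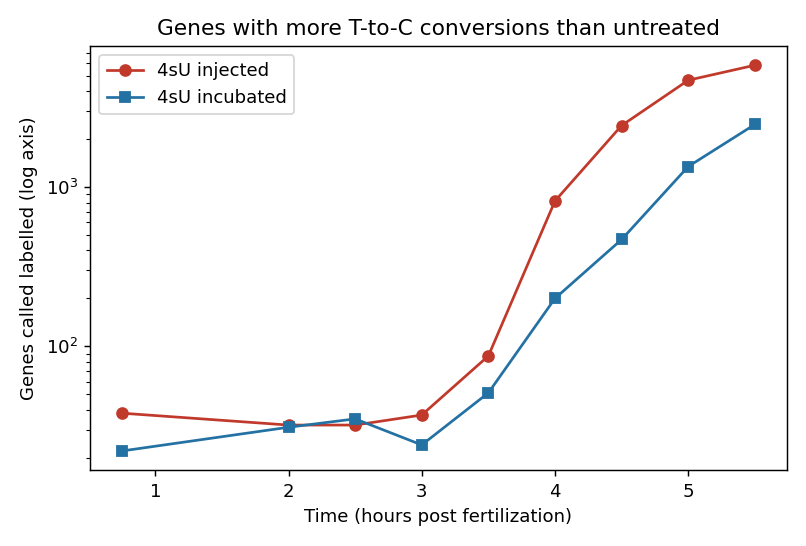
Number of genes called labelled against untreated embryos (log axis) at each time in hours post fertilization, after injection (circles) and incubation (squares), 2 libraries per point. The injected series stays between 32 and 87 genes up to 3.5 hpf and reaches 5838 at 5.5 hpf, and the incubated series reaches 2479.

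At 2 hpf after injection the genes with the smallest p were marcksl1b (0.372% of Ts converted against 0.0283% in untreated embryos, log2 ratio 3.79 ± 0.55 SE, adjusted p 4.38e-08 in edgeR), mt-nd2 (0.243% against 0.0527%) and mt-nd4 (0.147% against 0.0354%). At 3 hpf they were mt-cyb (0.625% against 0.0241%, log2 ratio 4.91 ± 0.35 SE, adjusted p 4.95e-42 in edgeR), mt-co2 (0.643% against 0.0252%) and mt-co3 (0.558% against 0.0369%). At 5.5 hpf they were h3f3a (4.49% against 0.0279%, log2 ratio 7.34 ± 0.37 SE, adjusted p 2.33e-83 in edgeR), h3f3b.1 (4.21% against 0.034%) and eef1a1l1 (4.33% against 0.0298%). These p-values hardly measure each gene's own spread between replicates. None of the genes named at 2 hpf was called in quasi-binomial regression, which estimates a spread per gene. The histone genes h3f3a and h3f3b.1 belong to a family of similar sequences, so their reads may be divided between them with error.

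The 10 genes listed in advance as early zygotic were all found. The 7 of them with enough reads at 4 hpf and the 8 at 5.5 hpf after injection were all called labelled, whether adjusted over all genes or over the list alone. At 4 hpf vox had 9.51% of its Ts converted and apoeb 8.53%, against 0.0209% and 0.0281% in untreated embryos. At 5.5 hpf after incubation the same 2 genes had 0.784% and 0.68%. Of the 10 genes listed as maternal, all were tested at 5.5 hpf after injection. Over all genes 4 of them were called labelled (zar1, nanog, pou5f3 and sox19b), and over the list alone 3, without zar1 (adjusted p 0.0557 in edgeR). Over all genes zar1 also lost its call with the replicate block and under TMM scaling (adjusted p 0.111 and 0.533 in edgeR). It kept the call with at least 50 reads (adjusted p 0.033 in edgeR) and in quasi-binomial regression (adjusted p 0.024). The gene nanog reached 3.63% and pou5f3 3.39% at 5.5 hpf, and both were already called at 4 hpf, at 0.816% and 0.238%. The genes buc (0.0135% against 0.0226%) and btg4 (0.0439% against 0.0512%) did not exceed untreated embryos at 5.5 hpf.

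Grouping the 8473 genes tested at 5.5 hpf by their read count at 0.75 hpf and by labelling gave 2586 genes that were maternal only, 5273 maternal and labelled, and 306 zygotic only. A further 259 labelled genes lay between the CPM limits. Maternal only means that labelling was not called at 5.5 hpf, which does not show that a gene was not transcribed. With an adjusted p under 0.01 for labelling in edgeR, 3117 genes were maternal only and 4742 maternal and labelled. The median share of converted Ts at 5.5 hpf was 0.0814% in the first class, 0.907% in the second and 7.75% in the third. In read counts from 0.75 to 5.5 hpf, 11 maternal-only genes rose and 346 fell, and 268 maternal and labelled genes rose and 528 fell. A rise of the zygotic-only genes is set by their definition. The choice that moved the maternal classes most was the delivery: with incubated libraries 5596 genes were maternal only and 2114 maternal and labelled. The zygotic-only class held 241 genes with incubated libraries and 236 with limits of 10 and 0.5 CPM. It held 389 with oocyte libraries in place of 0.75 hpf.

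Read counts asked how RNA levels changed over the same hours. After injection, edgeR found 0 of 11212 genes changed between 0.75 and 2 hpf, and 267 genes had an unadjusted p under 0.05. Same-numbered libraries of these 2 time points deviated in opposite directions (correlation -0.249); with the replicate number as a block 0 genes changed (297 unadjusted), and with the numbers crossed 0 genes changed (284 unadjusted). Crossing the numbers kept each library at its labelled time, so it could not test an exchange of libraries between these time points. The mitochondrial rates of replicate 2 at these time points ran in the reverse order of replicate 1, so this count holds only as far as the labels of these libraries do. The same limit applies to the later changes from 0.75 hpf after injection and to the gene classes, which use the same 0.75 hpf libraries. Between 0.75 and 4 hpf 207 genes changed (156 higher, 51 lower), or 209 with the replicate number as a block (correlation of same-numbered libraries 0.337). Between 0.75 and 5.5 hpf 1937 genes changed (867 higher, 1070 lower), or 2007 with the replicate block (correlation 0.325). The setting that moved the split most was scaling by library size alone, with 591 genes higher and 1338 lower. After incubation 3797 of 11366 genes changed between 0.75 and 5.5 hpf (1972 higher, 1825 lower), or 4661 with the replicate block (correlation 0.37). The change itself did not differ between deliveries for any of 11623 genes (edgeR interaction test, 0 genes, 406 unadjusted). Of the genes tested in both series 1743 were called in both, every one in the same direction, and the log2 changes of 11067 genes correlated with r = 0.924 across genes, which are not independent replicates.

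Among the genes with the largest rise at 4 hpf after injection was mir430_site1, a window of the repeated mir-430 locus, at 184 CPM ± 39.2 (SD, n = 2) against 1.55 ± 1.76 (SD, n = 2) at 0.75 hpf (adjusted p 3.53e-05 in edgeR). Its copies share reads, so its count is uncertain. Among the largest falls arl6ip1 went from 1040 CPM ± 171.4 (SD, n = 2) to 48.95 ± 9.46 (SD, n = 2), a log2 change of -4.38 ± 0.37 SE (adjusted p 2.79e-05 in edgeR), and bub3 from 727 CPM ± 305 to 57.8 ± 6.05 (SD, n = 2 each). At 5.5 hpf after injection stm reached 448 CPM ± 93 and krt18 438 CPM ± 27.8 (SD, n = 2 each). These values were about 212-fold and 208-fold over the floor at 0.75 hpf, where their libraries held at most 3 reads. The untreated library at 5.5 hpf had 430.2 CPM of stm and 471 CPM of krt18. The gene dck fell from 71.9 CPM ± 3.26 to 3.07 ± 0.536 after injection and from 95.9 CPM ± 56.1 to 2.96 ± 1.17 after incubation (SD, n = 2 each; log2 changes -4.47 ± 0.44 SE and -4.85 ± 0.53 SE, adjusted p 3.42e-06 and 6.87e-06 in edgeR). After incubation asb11 reached 547 CPM ± 21.2 and klf17 98.8 CPM ± 11.45 (SD, n = 2 each) at 5.5 hpf, about 542-fold and 98-fold over the floor at 0.75 hpf. Of the early zygotic list 9 genes were tested and all 9 rose in both series. Of the maternal list 5 of 10 genes fell in both (buc, btg4, dazl, ca15b and cldnd), and sox19b fell as well after incubation when adjusted over the list alone. The gene nanog rose in both, after injection only when adjusted over the list (log2 change 1.05 ± 0.35 SE, adjusted p 0.0154 in edgeR). The gene btg4 had a log2 change of -2.05 ± 0.46 SE after injection and -2.62 ± 0.32 SE after incubation (adjusted p 0.00449 and 1.69e-05 in edgeR).

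Over all time points 19 of 11203 genes differed between injected and incubated embryos (9 higher and 10 lower after injection, edgeR). With the replicate number as a block 18 differed (correlation of same-numbered libraries -0.148). Leaving out replicate 1 gave 675 genes, of which 16 were among the 19, and leaving out replicate 2 gave 389, of which 11 were among them. Injected and untreated embryos differed in 1325 of 11132 genes (957 higher and 368 lower after injection, edgeR), with 6 injected and 3 untreated libraries. Without injected replicate 2 the split was more even, at 1066 higher and 891 lower. The setting that moved this most was leaving out the low-count filter, with 2638 genes. With incubated libraries in place of injected ones 2048 genes differed, 1045 of them shared. The gene spint1b had 122.7 CPM, 126.5 CPM and 119.2 CPM in the untreated libraries and at most 3.5 CPM in the injected libraries of these time points (log2 difference -6.61 ± 0.36 SE, adjusted p 7.13e-07 in edgeR). The gene pik3ap1 lay between 0 and 0.375 CPM in the untreated libraries and at 77.5 CPM ± 33 (SD, n = 2) at 0.75 hpf after injection. At equal depth the untreated libraries had reads in fewer genes than the injected ones. A difference in preparation or counting therefore cannot be told from the treatment for the 1325 genes, spint1b and pik3ap1 included.

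Fertilized oocytes and incubated embryos at 0.75 hpf bracket the time from fertilization to the first samples. Between them 2742 of 10572 genes differed (1440 higher and 1302 lower in oocytes, edgeR, 3 and 2 libraries). Leaving out oocyte replicate 2 gave 1576 genes, and scaling by library size alone gave 3998, with 564 higher and 3434 lower. The gene spint1b had 1032 CPM ± 65.5 (SD, n = 3) in oocytes and 2.73 ± 1.29 (SD, n = 2) in incubated embryos, against 122.7 CPM in the untreated embryos at 0.75 hpf (oocytes against incubated: log2 difference 8.66 ± 0.34 SE, adjusted p 9.27e-06 in edgeR). The gene sf3a2 had 8.42 CPM ± 3.85 (SD, n = 3) and 84.6 ± 17.2 (SD, n = 2; log2 difference -3.29 ± 0.35 SE, adjusted p 0.00152 in edgeR). The window named LSM2 (1 of many) had 179 CPM ± 17 (SD, n = 3) in oocytes. That was about 177-fold over the floor of incubated embryos at 0.75 hpf, where it had no read. The oocyte and embryo reads came in tables of different formats, so a difference in counting and the stage cannot be told apart. The conversion rate of the oocytes, which the labels do not describe as treated, was 0.0861% ± 0.00484 (SD, n = 3).

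Poly(A)-selected and rRNA-depleted RNA of the same stages were compared to separate changes in poly(A) status from changes in RNA level. In poly(A)-selected RNA, edgeR found 5933 of 13884 genes changed from 1 to 2.5 hpf (3155 higher, 2778 lower), 7080 to 3.5 hpf (3820 higher, 3260 lower) and 7850 to 4.5 hpf (4324 higher, 3526 lower). With the replicate number as a block they were 6794, 8098 and 8582 (correlations of same-numbered libraries 0.434, 0.21 and 0.136). Scaling by library size alone made 87%, 84.3% and 81% of the changed genes higher, in place of 53.2%, 54% and 55.1%. In rRNA-depleted RNA 0 genes changed to 2.5 hpf (233 unadjusted), 0 to 3.5 hpf (694 unadjusted) and 29 to 4.5 hpf (5 higher, 24 lower; 198 higher and 181 lower under the DESeq2 Wald test). With the replicate block they were 0 (299 unadjusted) and 1 for the first 2 stages (correlations 0.33 and 0.111). The change to 4.5 hpf was unstable: the DESeq2 Wald test gave 379 genes, and leaving out replicate 1 gave 0 (1613 unadjusted). The change differed between the selections, tested as an interaction in edgeR, for 3637 genes at 2.5 hpf (4416 with the replicate block, correlation 0.165), 4904 at 3.5 hpf and 5300 at 4.5 hpf. The setting that moved the difference at 2.5 hpf most was leaving out replicate 1, with 1623 genes. Scaling by library size alone gave 2437, 3947 and 4421 differing genes, of which 83.5%, 80.4% and 83.4% were higher in place of 53.4%, 54.4% and 53.8%. Across genes the 2 selections' log2 changes correlated with r = 0.122 at 2.5 hpf, 0.444 at 3.5 hpf and 0.598 at 4.5 hpf. Replicate 3 correlated least with the other libraries of its group at 3.5 and 4.5 hpf in both selections. The model had no term for a sample shared by the selections, so the interaction counts take the 2 selections' libraries as independent.

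**Figure D3:**
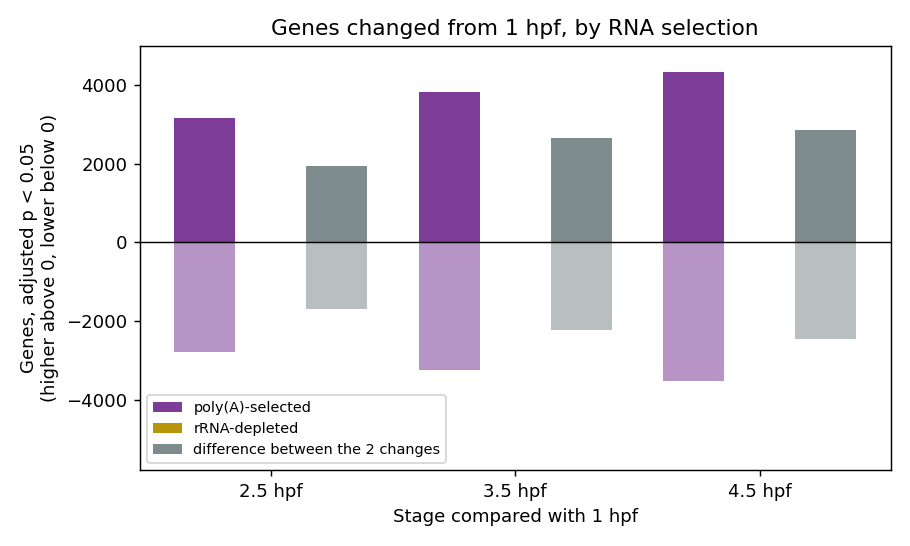
Genes changed from 1 hpf to each stage (bars above 0 higher, below 0 lower; adjusted p under 0.05, 3 libraries per group) in poly(A)-selected RNA, in rRNA-depleted RNA and in the difference between the 2 changes. Poly(A)-selected bars reach 4324 genes higher and 3526 lower at 4.5 hpf, while rRNA-depleted bars stay at 0, 0 and 29 genes.

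The gene ENSDARG00000055868 (chromosome 12, 19384615 to 19393968, GRCz11) rose in poly(A)-selected RNA from 0.79 CPM ± 0.205 at 1 hpf to 22.4 ± 5.08 at 2.5 hpf while in rRNA-depleted RNA it was at 37.9 CPM ± 18 and 44.2 ± 5.5 (SD, n = 3 each; difference of the log2 changes 4.54 ± 0.49 SE, adjusted p 2.72e-06 in edgeR). The gene ENSDARG00000018061 (chromosome 25, 26827140 to 26833100) went from 1.16 CPM ± 0.679 to 28.3 ± 7.33 in poly(A)-selected and from 36.7 CPM ± 10.4 to 47.2 ± 4.32 in rRNA-depleted RNA (SD, n = 3 each). In the other direction ENSDARG00000075883 (chromosome 12, 49146715 to 49151326) fell from 371 CPM ± 191 to 10.5 ± 3.66 in poly(A)-selected and went from 145 CPM ± 60.4 to 103 ± 9.09 in rRNA-depleted RNA (SD, n = 3 each; difference of the log2 changes -4.74 ± 0.54 SE, adjusted p 4.43e-06 in edgeR). The gene ENSDARG00000055622 (chromosome 10, 33393829 to 33403522) fell from 787 CPM ± 267 to 41.4 ± 2.8 in poly(A)-selected RNA and was at 163 CPM ± 48 and 182 ± 17 in rRNA-depleted RNA (SD, n = 3 each).

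Pulling labelled RNA down before sequencing was tried on embryos at 2 hpf, with 1 library per arm, so these values compare the libraries and have no replicate check. The conversion rate was 0.194% with 4sU (95% Wilson interval 0.193 to 0.194) and 0.194% without it (0.194 to 0.195). The difference was -0.000602 percentage points (95% interval -0.0014 to 0.0002). By counting error alone, an excess with 4sU above 0.0002 percentage points lies outside this interval. Reads with a conversion made up 3.70% of both libraries. Of 12956 genes 293 had a higher share of such reads with 4sU and 156 a lower one, by intervals that did not overlap. The widest gaps belonged to ENSDARG00000041232 (116 of 253 reads, 45.8%, Wilson interval 39.8 to 52, against 3 of 251, 1.2%, 0.407 to 3.45) and ENSDARG00000053058 (110 of 477 reads, 23.1%, 19.5 to 27, against 23 of 570, 4.04%, 2.7 to 5.98). With 99% intervals the counts were 92 and 55.

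In mouse ES cells the conversion rate was 4.26% and 4.3% after pulldown and 0.63% and 0.654% in the input, a difference of 3.64 percentage points (exact permutation test, p = 0.333, adjusted 0.333, the smallest that 2 against 2 libraries allow). Reads with a conversion made up 59.9% and 60.6% after pulldown and 8.37% and 8.84% of the input. Read counts of 10491 of 15821 genes differed (5091 higher and 5400 lower after pulldown, edgeR), or 11320 with the replicate number as a block (correlation of same-numbered libraries 0.491). Scaling by library size alone gave 1517 higher and 10214 lower. The gene name Gm26917 took 58.3% and 54% of the pulldown reads. Among the largest rises was that of Mir6236, from 28.3 CPM ± 0.0832 to 68150 ± 18440 (SD, n = 2 each; log2 difference 11.59 ± 0.62 SE, adjusted p 9.28e-12 in edgeR), and among the largest falls that of Gm26461, from 490.4 CPM ± 64.9 to 15.5 ± 0.505 (SD, n = 2 each). Exon windows of the mouse table overlap and repeated sequences share reads, so counts of these names are uncertain.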

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

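The fits without replicate 2 and over windows with at least 50 reads were planned as alternatives, and only after the results were seen were they, and the fit without the window AL935186.9, chosen as tests of the explanations below.

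Changes from 1 hpf differed between poly(A)-selected and rRNA-depleted RNA for 3637 genes at 2.5 hpf, 4904 at 3.5 hpf and 5300 at 4.5 hpf, by a test of the difference itself. With the poly(A)-selected libraries thinned to the totals of the rRNA-depleted ones, 3325, 4552 and 4812 genes differed, so depth did not account for the counts. Without replicate 2, which held the rRNA-depleted library with 51.4% of its fragments in 10 genes, 2282, 3413 and 4004 genes differed. The correlation of the difference with gene length was -0.0695, -0.107 and -0.121. Of the 4 ways to divide the libraries of 2 stages that part the same-numbered pairs, only the real one (1 of 4) gave as many genes at each stage, and the others gave 0. The same 1 of 4 held for the 3 changes in poly(A)-selected RNA and for the change to 4.5 hpf in rRNA-depleted RNA, while for its changes to 2.5 and 3.5 hpf, with 0 genes (233 and 694 unadjusted), 4 of 4 gave as many, which any division does. The lowest share that 4 divisions can give is 1 of 4, so this count could not have separated the differences from a chance division, whatever the data. GC content was not tested. A change in poly(A) tails of RNA already present is a candidate explanation, and tail lengths were not measured.

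Injection and incubation gave different conversion rates, by 0.245 percentage points on average over 9 time points, by a test of the difference. Without the window AL935186.9 the difference was 0.254 percentage points, and over windows with at least 50 reads in every library it was 0.188, both with p = 0.00391 in the exact permutation test, the smallest it can give. Without mitochondrial windows it was 0.23, and for the median over genes 0.0595 percentage points (exact permutation p = 0.00781 for both). In nuclear windows at 2.5 hpf injected embryos did not exceed incubated ones (0.053% against 0.0532%). A difference in the amount of 4sU that reached the RNA may remain as an explanation, and dose was not varied here.

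The G-to-A mismatch rate, which no comparison of the report used, was 0.761% in replicate 1 of the injected embryos at 5.5 hpf, above the highest untreated library at 0.196%. Across 39 libraries the rate correlated with the share of reads in the window AL935186.9 (r = 0.985). Without that window the rate of this library was 0.148%, against at most 0.0899% in untreated libraries, so the window's reads account for most of the excess and not for all of it. No biological explanation was tested.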

How the results depend on the processing

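Of the alternatives, leaving out the window AL935186.9 and crossing the replicate numbers were chosen after seeing the data. Of 289 values that answered a comparison under an alternative, 236 counted as unmoved and 53 moved. In general, unmoved meant the same direction and side of the threshold, or within 1.5 times the main count. Embryo pulldown rates were judged by the main interval. Rate differences without a p were judged by the spread of the same fits without a replicate, or set as unmoved. Their outcome was fixed in advance, so they show no stability. Of the 41 results, 14 moved under none. All 18 read-count results were unmoved under DESeq2 size factors. The window AL935186.9 was left out for 13 results, namely the read counts and conversion rates of the embryo SLAM-seq and oocyte libraries, and none of them moved. For those that moved, the cause was not tested.

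Library size alone gave 132 genes for 4 against 0.75 hpf after injection, 805 for injected against untreated and 11 for the rRNA-depleted change to 4.5 hpf. It moved the median log2 change of all genes from 0.05 to -0.45 at 5.5 hpf after injection, from 0.05 to 0.60 in poly(A)-selected RNA at 2.5 hpf, from -0.02 to -0.56 in oocytes and from -0.08 to -1.40 in mouse cells. Without a low-count filter injected against untreated gave 2638 and the rRNA-depleted change to 4.5 hpf 253. The DESeq2 Wald test gave 38 genes for injected against incubated and 2, 6 and 379 for the rRNA-depleted changes to 2.5, 3.5 and 4.5 hpf. A log2 change above 1 left 7 genes for injected against incubated and 3904 for poly(A)-selected RNA at 2.5 hpf. The replicate block gave 1 and 772 genes for the rRNA-depleted changes to 3.5 and 4.5 hpf (correlation of same-numbered libraries 0.0637 for the latter). It gave 5769 and 6058 genes for the selections' difference at 3.5 and 4.5 hpf (correlations 0.0859 and 0.0815), 0 genes (419 unadjusted) for the delivery interaction (0.0509), and p = 1.53e-05 by permutation for the conversion rate of injected minus incubated embryos (-0.0484). The compared libraries alone gave 89 genes for the rRNA-depleted change to 4.5 hpf. That change was mostly lower in the report (5 higher, 24 lower) and mostly higher with the block (504 and 268), without the filter (167 and 86), with the compared libraries alone (79 and 10) and without replicate 3 (114 and 24), so its direction is open. Incubated in place of injected libraries gave 2048 genes against untreated, 5596 maternal-only genes and 2114 maternal and labelled genes.

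Fits that each left out one replicate gave from 389 to 675 genes for injected against incubated, 1291 to 1957 for injected against untreated (without replicate 2, 1066 higher and 891 lower, with 814 genes shared), 1576 to 3550 for oocytes, 0 (1613 and 2300 unadjusted) to 138 for the rRNA-depleted change to 4.5 hpf, and 1623 to 2282, 2836 to 3610 and 3164 to 4065 for the selections' difference at 2.5, 3.5 and 4.5 hpf.

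Among labelled genes, an adjusted p under 0.01 left 22, 14 and 22 at 0.75, 2 and 3 hpf after injection and 13 at 0.75 hpf after incubation. TMM of the 2 columns gave 20, 17, 503, 990, 1490 and 1308 at 0.75, 2, 4, 4.5, 5 and 5.5 hpf after injection. It gave 736 at 5.5 hpf after incubation. Of the 17 at 2 hpf, 16 were called in the main test. Quasi-binomial regression gave 3, 0 (303 unadjusted), 3, 13 and 38 at 0.75, 2, 2.5, 3 and 3.5 hpf after injection. It gave 3 and 115 at 0.75 and 4 hpf after incubation. Of the 38 and the 115, 36 and 113 were called in the main test. The time-matched untreated library alone left 12 and 393 at 0.75 and 4 hpf after injection and 8 and 74 after incubation. In the embryo pulldown, conversions in place of reads gave 448 genes, the 99% interval 92, and the median over genes a rate difference of 0.00713 percentage points, opposite in sign to the pooled -0.000602.

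Of 1096 values of named genes, 1027 were unchanged, 51 lost significance, 9 gained it and 9 changed sign. Under TMM of the 2 columns the log2 ratio at 5.5 hpf after injection became -3.66 for cldnd, -2.48 for dazl and -1.81 for sox19b, and after incubation -0.52 for btg4, -0.70 for cldnd, -1.001 for dazl and -0.78 for sox19b. This scaling lowered the other named genes at 5.5 hpf too (h3f3a went from 7.34 to 3.36 after injection), except vent (9.31 to 15.08 after injection, 5.13 to 13.92 after incubation) and zar1 (4.34 to 10.14 after injection), which had no conversion in untreated embryos. With the time-matched untreated library btg4 became 0.31 after injection. With library size alone the count change of zar1 after injection became -0.42. In quasi-binomial regression marcksl1b, mt-nd2 and mt-nd4 at 2 hpf were no longer significant (adjusted p 0.899, 0.597 and 0.805).

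Not run were the share of reads with a conversion for the embryo SLAM-seq libraries, whose tables count bases, mitochondrial windows for the pulldown libraries, which hold none, and the time-matched reference where no untreated library exists. Where leaving out a replicate leaves 1 library, only the direction was compared: 1935 to 1937 of 1937 genes kept theirs at 5.5 hpf after injection, 3795 to 3797 of 3797 after incubation and 10371 to 10396 of 10491 in mouse cells. These genes were called from the same pairs, so this shows no stability.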

Other observations

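The tests of the libraries at 0.75 and 2 hpf that concern a mislabelled sample, counting error and carry-over, and the overlap with incubated embryos, were chosen only after the results were seen.

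After injection the mitochondrial conversion rate of replicate 2 was higher at 0.75 hpf (0.292%, 95% interval from 0.287) than at 2 hpf (0.0724%), and in replicate 1 the order was the reverse (0.0621% and 0.237%). The replicates' intervals did not overlap at any of the 9 time points, so counting error alone does not single out these 2. The nuclear rate of the 0.75 hpf replicate 2 library was 0.0584% against 0.0605% in replicate 1. This does not rule out reads carried over from later libraries, since at 3 hpf the mean nuclear rate was only 0.0606% while the mitochondrial rate was 0.784%. The read counts of the replicate 2 library labelled 0.75 hpf correlated with incubated embryos at 2 hpf by 0.952 and at 0.75 hpf by 0.9445, and the library labelled 2 hpf by 0.9045 and 0.9266. An exchange of these 2 libraries may be the source. Carry-over could raise the rate at 0.75 hpf and would not lower the one at 2 hpf. The correlations are close, 3 of the 4 libraries correlated highest with 2.5 hpf, and the libraries were kept as labelled.

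In zygotic-only genes the earliest injected libraries had conversion rates of 2.12% (replicate 1, 95% interval 1.69 to 2.66) and 0.194% (replicate 2, 0.136 to 0.275) at 0.75 hpf, and of 2.83% (2.39 to 3.35) and 0.376% (0.253 to 0.559) at 2 hpf. The intervals take conversions as independent, and the 72 conversions of replicate 1 at 0.75 hpf came from 134 reads. The untreated 0.75 hpf library, which holds no 4sU, had 0.435% (0.328 to 0.578) in these genes, under replicate 1 and above replicate 2, against 0.0818% at 5.5 hpf. Reads carried over from labelled libraries could thus contribute to early calls, and early conversions in these genes cannot be told apart from them.

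Of the nuclear genes called labelled at 0.75 hpf after injection, 12 of 25 were also called after incubation, where 22 of 7497 nuclear genes were called. Both tests used the same pooled untreated libraries, so a gene with a ratio low by chance there would be called in both. The overlap therefore cannot tell a signal without injected label from an effect of the shared reference. In oocytes 42.3% of the nuclear genes called after injection exceeded the same untreated embryos, against 21.5% of all genes, with the same limit. A strain variant against the reference could not be told from the data.

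At 3 hpf after injection 13 of 13 mitochondrial genes were called labelled and 1 of 295 nuclear genes with at least as many reads (0.339%), so depth did not account for the difference. Incorporation of 4sU by mitochondria before the nuclear genome is active is one hypothesis that may explain it, and differing supply of 4sU was not tested.

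Thinned to 1422876 reads, untreated libraries had reads in 10532 to 10907 genes and injected ones in 11491 to 12589, so depth did not account for the smaller number. Of 255 genes that set apart both untreated embryos and oocytes (277.6 expected if independent), 164 lay on the same side (137.6 expected if independent) and 91 on opposite sides (140.1 expected). Genes are not independent, so chance was not ruled out. For injected against untreated embryos 1 of 27 divisions, the real one, gave as many genes (the others at most 152), and for injected against incubated 1 of 40 (the others at most 1). Such divisions do not separate the treatment from a difference in how the untreated libraries were made or counted.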
